A study of Rattus norvegicus with 12 samples. Its data were reported in "Systematic identification of 3′-UTR regulatory elements in activity-dependent mRNA stability in hippocampal neurons" (2014).

How the data were processed

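RNA was measured in cultured rat hippocampal neurons, grown above glial cells for 12 days, on 12 nylon membrane arrays of spotted human complementary DNA clones from the mammalian gene collection. Per the labels, RNA from 3 pooled coverslips was reverse-transcribed with a radioactive nucleotide and hybridised to 1 membrane per condition. Cultures were first silenced for 3 h with D-APV (50 µM) and CNQX (40 µM), which block glutamate receptors, and TTX (100 nM), which blocks sodium channels. They were then kept silent (Block) or made active with bicuculline (50 µM), which blocks inhibition, and 4-aminopyridine (500 µM), which blocks potassium channels (BiC/4AP). Each state was measured at 5, 30 and 60 min, without and with actinomycin D (ActD, 25 µM), which blocks transcription. The labels give these times as the length of the treatment, whereas the paper's methods describe a brief stimulus with later harvests, so a time here is the label's time. The sources also differ in the amount of RNA and in the pooling, which the paper describes as done over separate experiments. This changes no value below, but it leaves open what the spread between arrays measures.

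The authors deposited raw spot intensity, scanned with a phosphorimager and read with spot-finding software, in 1 table with a column per array. A value table of the same intensity, also deposited by the authors, was identical to it in 115200 of 115200 values, so the first was used throughout. No normalisation had been applied to either. Other columns of per-sample values numbered 0. Of 9600 spots, the probe annotation lists 8517, of which 8496 carry 1 gene symbol and 21 several, which were treated as unnamed. The remaining 1083 spots are not listed. The named clones cover 6284 genes, 5782 of them with a symbol shared with rat RefSeq. Because the clones are human and the RNA is from rat, a spot's signal may come from related transcripts. The join of annotation to spots was checked with ribosomal protein clones, which lay 2.02 log2 above the mean of all spots in the order used and between -0.38 and 0.36 when the order was shifted by up to 6 positions either way. This check covers 1 family of genes. Over 1488 genes with at least 2 clones, the mean levels of a gene's first 2 clones had a rank correlation of only 0.149.

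Each array was put on the scale of the study's own method, the z-score of log intensity over all spots. A z-fold is the z-score with BiC/4AP minus that with Block, divided by the SD of this difference over all spots. The formula is not printed in the sources used here, and this form was assumed. Without the division the threshold is far stricter, and both forms are given. A clone was counted as co-regulated when its z-fold lay beyond 1.4 in the same direction without and with ActD, beside the count in opposite directions and the count that independence would give. No p-value exists for these counts, since every condition has 1 array. For tests, z-scores were multiplied by the mean SD of log2 intensity (2.15), and limma 3.58.1 in R 4.3.3 (with statmod 1.5.0) was fitted to all 12 arrays with empirical Bayes moderation and a Benjamini-Hochberg adjusted p under 0.05. Activity was compared within 6 matched pairs of arrays, ActD within 6 pairs, and time within 4 sets. Effects within 1 time or 1 ActD state came from the same arrays with a shared estimate of spread. The p-values measure the spread between single arrays of different conditions. Nothing in the labels says that the arrays came from separate cultures, so that spread may be technical. The number of arrays limits the precision, and the closing section gives what the signal over background limits.

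Genes were tested as 20 lists fixed before the data were examined, 17 from textbook knowledge and 3 from predicted targets that the study published. The textbook lists are immediate early genes, delayed activity-induced genes, axon and neurite growth, synaptic vesicle and transmitter release, postsynaptic receptors and scaffold, voltage-gated ion channels, markers of neurons, astrocytes, oligodendrocytes, microglia and vascular or fibroblast cells, the mitochondrial respiratory chain, cytoplasmic ribosomal proteins, proteasome subunits, heat shock proteins and chaperones, short-lived transcripts, and glycolysis. The published lists are targets predicted for miR-326-3p and miR-330-5p, targets predicted for miR-485-5p, and transcripts predicted to carry fixed-width destabilising motifs. Immediate early genes and short-lived transcripts share 18 members. Lists were tested on gene means with limma's camera at a preset correlation of 0.01, then with an estimated correlation and with fry, for 5 planned comparisons and 6 added after the data were seen. In single pairs of arrays, a list's median was ranked among 10000 random lists of the same size, matched on intensity in 20 bins.

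The rule for named genes was fixed before the data were examined. At 5 min it takes the 10 co-regulated genes in each direction with the largest smaller z-fold, and at 30 and 60 min the first 5. For each limma comparison it takes the 10 largest changes that passed in each direction, or, where fewer passed, those and then the first by unadjusted p up to 5. It also takes any member of a fixed list. The values of 1 gene that the rule takes at 30 min are not reported here. Symbols are those of the annotation. Positions on a genome were not used here. Other settings fixed before the data were examined were quantile normalisation, cyclic loess, median centring, leaving out the dimmest 33.3% of spots, adding each array's 10th percentile before the log, other z-fold thresholds (1.3 and 2.0), the plain difference of z-scores, additive terms for the pairs, an intensity trend, gene means, and leaving out each pair or set. Settings chosen after seeing the data left out the last position of each block of 25 spots, left out spots at an intensity of exactly 10, subtracted block medians, used bright clones with a mean log2 intensity above 7, or left out the 5 min arrays. A block is a run of 25 consecutive spots in the order of their numbers, and its place on the membrane was not checked. Intervals of correlations across clones came from 200 bootstrap draws at 95%.

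The pipeline was tested on simulated data with 200 of 9600 spots changed in each of 5 runs. A 2-fold change was recovered at 90.2% of changed spots for activity over all pairs, 13.1% for activity at 5 min, 86.9% for ActD and 75.8% for time. A 1.5-fold change was recovered at 59.4% over all pairs and 0% at 5 min. The changed spots were drawn only from those kept in the setting that leaves out the dimmest spots. These rates therefore hold for the brighter spots, and recovery at dim spots was not worked out. Most genes named below rest on dim spots, so these rates are not read as theirs. With nothing changed, activity over all pairs gave 0.2 calls per run, while the z-fold rule at 5 min still gave 149 spots in the same direction and 140 in opposite directions. Camera called 20 of 20 lists of random genes shifted by 0.2 log2 and 1 of 20 unshifted lists. Errors were independent between genes in these runs, so they do not show how often a list of correlated genes is called without a shift. Figures were drawn with Python 3.11.15, matplotlib 3.10.9 and numpy 2.4.6. No array was left out of the main comparisons.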

Results

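The experiment asked which transcripts of hippocampal neurons change in abundance when the network becomes active, and which of these changes are still seen when no new RNA can be made. Intensities were read at 9600 spots on 12 arrays, 1 for each of 12 conditions, so no condition has a replicate. The conditions are silent (Block) or active (BiC/4AP) cultures, at 5, 30 and 60 min, without and with ActD. The median raw intensity per array ran from 52.6 to 137. The brightest named clones were those of IFITM3, an interferon-induced membrane protein, at a mean log2 intensity of 14.84, NDUFB6 (14.72) and SUB1 (14.65). Those of PYCARD (14.23), TMSB10 (14.01) and RGR (13.85) were also among the brightest. These levels are not read as the expression of neurons. Arrays of 1 time resembled each other (Pearson's r across clones 0.958 to 0.973 over 18 pairs of arrays) more than arrays of 5 min resembled later ones (0.899 to 0.944 over 32 pairs), while 30 and 60 min arrays lay at 0.946 to 0.966 (16 pairs). Clones are not independent replicates, so these correlations describe likeness and carry no test.

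The comparison at 5 min asked which transcripts were higher or lower in active cultures both without and with ActD. Higher in both were NBL1, an antagonist of bone morphogenetic proteins, with z-folds of 4.91 and 3.66, LPCAT1, an enzyme of phosphatidylcholine synthesis, with 3.49 and 5.17, and the transcription factor TFAP4, with 3.41 and 3.55. The autophagy protein WIPI2 (2.94 and 4.36), N4BP2L2, PREB, REXO4, SLC25A16, SELENOI and ZDHHC12 were also higher. Lower in both were the homeobox gene HOXB9, with z-folds of -3.77 and -3.16, the carbohydrate-responsive transcription factor MLXIPL, with -2.38 and -5.21, and GTPBP3, an enzyme of mitochondrial tRNA modification, with -6.64 and -2.31. POLR3D, TENT5B, PUS7, NF2, AFG1L and VAT1 were lower too, as was MT3, a zinc-binding metallothionein of brain, with -1.43 and -1.70. MT3 was the brightest of the named genes at 5 min (mean log2 intensity 7.67) and the 1 member of the fixed lists among the co-regulated clones.

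In total 51 spots were higher and 52 lower at 5 min in both sets, 1.07% of spots, where independence of both sets would give 12.8. Of these 103 spots, 72 are positions that the annotation never lists, the last of each block of 25 spots, and the named genes among them number 17 higher and 11 lower. Passing in opposite directions were 63 spots higher without and lower with ActD and 54 the other way round, where independence would also give 12.8 in all. The listed spots were dim too: 17 of the 20 genes named above lay at or below the brightest of the 384 last positions, and N4BP2L2, POLR3D, NF2, WIPI2, GTPBP3 and TENT5B had an intensity of exactly 10, the most frequent value of every array, on 4 to 8 arrays. The split was 39 higher and 71 lower after quantile normalisation and 37 and 70 after cyclic loess, but 63 and 44 after median centring, 63 and 47 after block medians and 48 and 42 without spots at exactly 10. With the dimmest 33.3% of spots left out it was 36 and 120, against 23 in opposite directions. With the last positions of blocks left out it was 52 and 62, against 57. With each array's 10th percentile added before the log it was 76 and 177, against 39. Without the dimmest spots the SD of the difference is smaller, so the threshold stands for a smaller log2 change than in the main count. Other clones of the named genes rarely moved the same way in both sets: 1 of 3 did for PREB and 1 of 2 for NF2, and none for POLR3D and VAT1 (3 each), WIPI2 (2), GTPBP3, TENT5B and PUS7 (1 each). By the plain difference of z-scores, not divided by its SD, 4 spots passed.

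At 30 min, TMCO1-AS1, an antisense transcript, was higher with z-folds of 5.13 without and 5.32 with ActD, followed by SLX1B, a subunit of a structure-specific nuclease (4.91 and 4.48), NAT9, RAD54B and SLC19A2. The glycolytic enzyme PFKL was lower with -3.66 and -3.17, as were the microtubule-regulating kinase MARK4 (-4.62 and -3.15), the tubulin folding cofactor TBCB and SLC12A7. At 60 min SLC75A1 (9.64 and 15.59), PDGFRA, the growth factor receptor that marks oligodendrocyte precursors (6.31 and 5.64), and WDFY3 (8.43 and 4.33) came first upwards by the smaller of both z-folds, with ZNF764 and RBMS1 also higher. WIPI2, higher at 5 min, was lower at 60 min with -4.25 and -4.24, together with SRD5A1, PPP1R12C (-3.91 and -6.45), MATN2 (-3.71 and -8.86) and DISP1.

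Of the fixed lists, RTN4 and PDGFRA were higher and PFKL and ADORA2A lower in both sets at 30 min, and PDGFRA was higher and CYCS lower at 60 min. NAT9 and ADORA2A are members of the motif list, which is not taken as independent evidence. The counts were 59 higher and 42 lower at 30 min, against 157 in opposite directions, and 33 higher and 56 lower at 60 min, against 122, with 58 and 56 of the spots in the same direction at last positions of blocks. Between 5 and 60 min, 9 co-regulated spots shared a direction and 8 had opposite directions. At these times 15 of the 20 named genes lay at or below the brightest last position of a block, and MATN2 had an intensity of exactly 10 on 8 arrays, WIPI2 on 5, PPP1R12C on 4, WDFY3 on 3, PDGFRA on 2 and TBCB and SRD5A1 on 1 each. Of the other clones, 1 of 5 for PFKL and 1 of 1 for SLC75A1 and for WDFY3 moved the same way in both sets, and none for SLX1B, RBMS1, WIPI2 and SRD5A1 (2 each), NAT9 and DISP1 (1 each). Leaving out the dimmest 33.3% of spots gave 47 spots at 30 min and 15 at 60 min, against 156 and 271 in opposite directions, leaving out the last positions of blocks gave 67 at 30 min, against 144, and adding the 10th percentile gave 49 at 60 min, against 346.

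**Figure D1:**
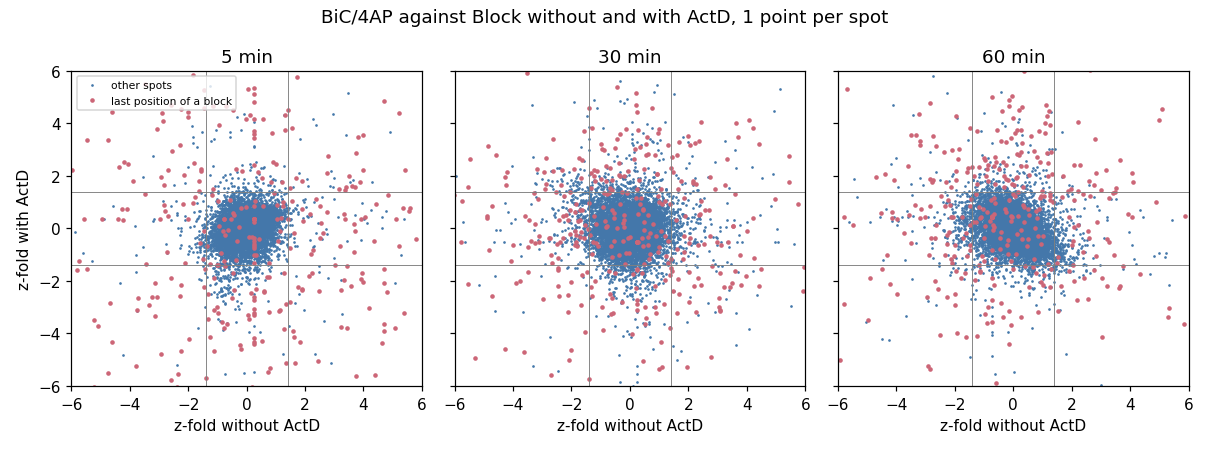
The z-fold of each spot without ActD (horizontal axis) against that with ActD (vertical axis) at 5, 30 and 60 min, with lines at 1.4 and -1.4 and the last position of each block in red. Spots outside the axes numbered 86, 60 and 75. At each time, spots past the threshold in both sets lay in the same direction (103, 101 and 89) and, more often, in opposite directions (157 and 122 at 30 and 60 min).

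Across all clones, the activity changes without and with ActD were correlated at 5 min (Spearman's rho 0.234, bootstrap interval 0.208 to 0.263; Pearson's r 0.0421). At 30 min rho was -0.00833 (-0.0334 to 0.0199; r -0.0375), and at 60 min it was -0.315 (-0.346 to -0.287; r -0.0979). Among 3099 bright clones rho was 0.451, 0.0485 and -0.447 at these times. Both changes at a time come from different arrays, but each is a difference of single arrays and clones are not independent replicates.

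Fitted over all 6 pairs, no transcript passed the test for activity. The first by p were higher in 6 of 6 pairs: VGLL4, a cofactor of TEAD transcription factors (0.99 log2, SE 0.18), PHLDA1, a gene induced by many growth signals (0.81, SE 0.16), the receptor tyrosine kinase RET (0.58, SE 0.11), PDZD4 (0.63, SE 0.13) and the ribosome biogenesis protein BMS1 (0.46, SE 0.09). RTL8C (-0.41, SE 0.08), SIPA1, a regulator of Rap GTPases (-0.45, SE 0.09), VOPP1, SSBP3 and BUD23 were lower in 6 of 6 pairs. None of these 10 passed (limma, adjusted p = 0.904 for each), and 1 of the other 2 clones of VGLL4 was in the same direction. The count was 0 of 9600 spots, with 498 at an unadjusted p under 0.05 where chance would give 480. The median 95% half-width was 0.28 log2. In this fit a response that differs between times or by ActD counts partly as spread. Its lack of calls therefore says little about responses that need time or transcription.

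Without ActD the first genes were VGLL4 (1.22, SE 0.24), BMS1, the mitotic cyclin CCNB1, ZNF764 and the glycolytic enzyme PFKM upwards, and TENT5B (-2.29, SE 0.40), LLGL2, BUD23, RELCH and TPGS2 downwards, each in 3 of 3 pairs. None passed by limma (0 spots, 300 at an unadjusted p under 0.05, where chance would give 480). With ActD, TMED7, a carrier of early secretory traffic, stood at 1.34 (SE 0.16, adjusted p = 0.288), with MUS81, PUS1, LPCAT1 and SLC17A5 upwards, and WRAP53, a protein of telomerase maturation, at -1.23 (SE 0.19, adjusted p = 0.736), with FHL2, BAIAP2L1, SSBP3 and RTL8C downwards, each in 3 of 3 pairs and none past the threshold. The 1 spot that passed with ActD is an unlisted last position of a block (2.18, SE 0.15, adjusted p = 0.0269), and it did not pass after quantile normalisation. The difference of the activity effect by ActD was tested itself. The activity effect without ActD minus that with ActD was first by p among positive differences for FHL2 (1.26, SE 0.27), PRAF2, PFKM, SESN2 and MARS1, and among negative ones for TMED7, SLC17A5 (-2.66, SE 0.54), ATP6V1D, TENT5B (-2.65, SE 0.57) and PUS1. FHL2 was lower with activity under ActD (-1.17), and TENT5B lower with activity in its absence (-2.29). By this test 0 spots were past the threshold by limma, with 283 at an unadjusted p under 0.05, where chance would give 480.

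At single times the fit rests on 2 pairs. At 5 min SLC25A16 (1.45, SE 0.23), SELENOI (1.39, SE 0.23), NBL1 (2.43, SE 0.41), EVA1A and GUK1 led upwards and MLXIPL (-2.13, SE 0.39), VAT1 (-1.23, SE 0.23), NF2, POLR3D and ZNF232 downwards, with adjusted p = 0.963 for each by limma. At 30 min TMCO1-AS1 stood at 2.97 (SE 0.26, adjusted p = 0.147), and it passed once the last positions of blocks were left out (2.91, adjusted p = 0.0497). SLX1B, FAAP100, NSMF and RTKN followed upwards, and MARK4 (-2.21, SE 0.26, adjusted p = 0.569), BST1, TBCB and TMEM60 downwards. At 60 min SLC75A1 stood at 6.70 (SE 0.73, adjusted p = 0.552), with FAAP100, PDGFRA, WDFY3 and DUSP14, and SRD5A1 at -2.31 (SE 0.31, adjusted p = 0.876), with HPS3, RRAD, ANXA4 and SERPINH1. The limma counts were 0 at 5 min (351 at an unadjusted p under 0.05), 1 at 30 min (537) and 0 at 60 min (234), where chance would give 480 at each time. The spot at 30 min is again an unlisted last position (-5.16, SE 0.28, adjusted p = 0.0241), and it did not pass after block medians were subtracted. For the change of the activity effect from 5 to 60 min the first genes were SLC75A1, FAAP100, MLXIPL, NF2 and DUSP14 upwards and SELENOI, SLC25A16, SRD5A1, ANXA4 and CELA3A downwards, and 0 spots passed by limma (165 at an unadjusted p under 0.05, where chance would give 480). Over the 6 tests of activity, counting a gene in each test that names it, 25 of 39 other clones of the named genes had the same direction, and over both tests of a difference 11 of 17, with none past the threshold.

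Immediate early genes, which neurons transcribe within minutes of strong activity, were read as a check of stimulation. At 30 and 60 min without ActD, FOS changed by -0.06 and -0.14 log2, ARC by -0.63 and -0.20 and NR4A1 by 0.11 and 0.04. RGS2 reached 1.16 at 30 min and 1 of the 2 clones of JUN 1.07 at 60 min. Of 43 clones of 31 immediate early genes, 11 lay above 0 at both times without ActD, 2 exceeded 1 log2 at either time and 3 lay below -1. Over all pairs the list had a median of 0.00 log2 (camera adjusted p = 0.952), with 0 members past the limma threshold, 0 adjusted over the list alone and 4 at an unadjusted p under 0.05.

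Synaptic and axonal genes also showed no call in the planned comparisons. The 19 genes of synaptic vesicles and transmitter release, among them the fusion proteins SNAP25 and STX1A, had a median activity change of 0.21 log2 at 60 min without ActD, at percentile 99.0 of random lists, and -0.01 with ActD. For SNAP25 the changes in these pairs were 0.66 and -0.84, and for STX1A 0.31 and 0.21. The 23 genes of axon and neurite growth, among them GAP43 and the microtubule regulator STMN2, had a median of -0.21 at 30 min without ActD, at percentile 0.83, and 0.02 with ActD. GAP43 stood at -0.51 and 0.63 in these pairs, and STMN2 at -0.42 and -0.21. At 5 min the median of the axon list was -0.14 without ActD (percentile 3.53) and -0.05 with ActD (percentile 20.5). At 60 min it was 0.04 (percentile 58.9) and -0.07 (percentile 30.5). The 32 proteasome subunits had a median of -0.20 at 30 min without ActD (percentile 0.02) and 0.15 at 60 min (percentile 98.9), and with ActD 0.06 (percentile 82.8) and -0.12 (percentile 3.07). The 8 delayed activity-induced genes, such as CREM and RGS4, had a median of -0.27 at 5 min with ActD (percentile 0.21) and -0.06 without. These percentiles are not adjusted for 20 lists in 6 pairs. Over all pairs by camera, adjusted p was 0.952 for synaptic vesicle genes, 0.735 for axon growth and delayed genes and 0.462 for the proteasome, with 0 members of each past the limma threshold and 0 adjusted over the list alone. At an unadjusted p under 0.05 there were 1, 0, 0 and 1 members.

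The predicted targets that the study published did not pass the list test for activity at 5 min. The 79 measured targets of miR-485-5p had a median of -0.07 log2 (camera adjusted p = 0.469), the 87 of miR-326-3p and miR-330-5p 0.02 (adjusted p = 0.931) and the 44 genes of the motif list -0.04 (adjusted p = 0.653). In each list 0 members passed by limma, 0 adjusted over the list alone, and 3, 0 and 3 had an unadjusted p under 0.05. In single pairs at 5 min, the miR-485-5p targets had a median of -0.04 without ActD (percentile 27.6) and -0.05 with ActD (percentile 1.39). The study searched for motifs on both of its array platforms, which include nylon membranes of this kind. Whether these arrays were used is not stated, and the lists are not taken as independent evidence.

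**Figure D2:**
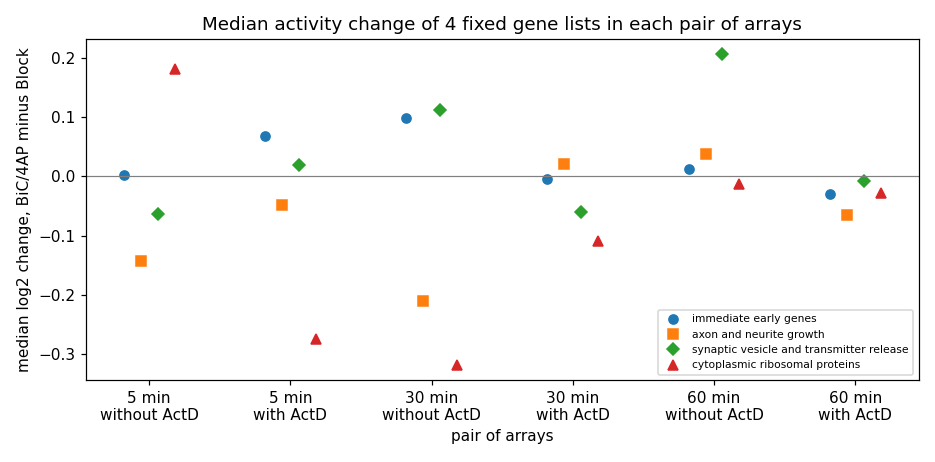
The median log2 activity change (BiC/4AP minus Block, vertical axis) of 4 gene lists in the 6 pairs of arrays, without and with ActD at 5, 30 and 60 min. Ribosomal protein genes ran from -0.32 at 30 min without ActD to 0.18 at 5 min without ActD, and synaptic vesicle genes reached 0.21 at 60 min without ActD.

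Genes of cytoplasmic ribosomal proteins, the structural parts of the ribosome, were the 1 list with a call for activity. Their median over all pairs was -0.07 log2, with 49 of 61 genes below 0 (camera adjusted p = 0.00261), and the call was lost at adjusted p = 0.938 with an estimated correlation. RPL41 stood at -0.24 (SE 0.16), RPL3 at -0.16 (SE 0.16) and RPS6 at -0.12 (SE 0.11). None of the 61 genes passed by limma (0, with 0 adjusted over the list alone and 0 at an unadjusted p under 0.05). By pair, the list's median was 0.18 and -0.27 at 5 min without and with ActD, -0.32 and -0.11 at 30 min, and -0.01 and -0.03 at 60 min. In comparisons added after the data were seen, the list stood at -0.20 at 30 min with 52 of 61 genes below 0 (camera adjusted p = 7.5e-06, and adjusted p = 0.942 with an estimated correlation), and at -0.12 with ActD (camera adjusted p = 0.00246, and adjusted p = 0.882 with an estimated correlation). Without the 30 min pair that lacks ActD, the adjusted p over all pairs was 0.809, and without the 5 min pair with ActD 0.233. At 30 min itself it was 0.755 without the pair that lacks ActD, and with ActD it was 0.672 without the 5 min pair. With the brightest clone of each gene the adjusted p over all pairs was 0.130, and after block medians the median was -0.05.

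The remaining lists gave no call over all pairs. Their medians ran from -0.10 log2 for the 6 measured postsynaptic genes, which include the glutamate receptor subunit GRIA2 (adjusted p = 0.438), to 0.12 for the 2 measured ion channel genes, KCNH2 and KCNIP3 (adjusted p = 0.735). Markers of neurons (0.02, adjusted p = 0.952), astrocytes (-0.02, 0.952), oligodendrocytes (0.05, 0.786), microglia (0.01, 0.940) and vascular or fibroblast cells (-0.02, 0.952) lay between. So did the respiratory chain (-0.05, 0.283), chaperones (-0.04, 0.786), short-lived transcripts (0.00, 0.952), glycolysis (0.00, 0.952), and over all pairs the targets of miR-326-3p and miR-330-5p (0.00, 0.952), of miR-485-5p (-0.01, 0.952) and the motif list (0.00, 0.952). In single pairs the respiratory chain stood at -0.09 at 30 min both without and with ActD (percentiles 0.70 and 3.17, camera adjusted p = 0.112 in a comparison of that time added after the data were seen), at 0.01 and -0.08 at 60 min (40.8 and 4.38) and at -0.01 and 0.03 at 5 min (59.1 and 58.0), with percentiles not adjusted. In each of these lists 0 members passed by limma and 0 adjusted over the list alone, with 0 to 5 members at an unadjusted p under 0.05.

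ActD was compared with its absence in 6 pairs that share time and activity. DLGAP5, a spindle protein of dividing cells, was the 1 spot that rose (1.89, SE 0.17, adjusted p = 0.0298, 6 of 6 pairs). Its intensity was exactly 10 on 4 of its 6 ActD arrays, the other DLGAP5 clone, at 19.1 to 45.9, was not higher, and with spots at exactly 10 left out, this clone among them, 0 spots passed by limma (182 at an unadjusted p under 0.05). TOMM40, MCOLN1, NUDC and PEX5 came next upwards, and RET (-0.78, SE 0.15), the clathrin light chain CLTA (-0.68, SE 0.17), CCNG1, KLF13 and the respiratory chain subunit UQCRC1 led downwards, none past the threshold (limma, adjusted p = 0.999 for each), and 5 of 12 other clones of these genes and DLGAP5 had the same direction. At an unadjusted p under 0.05 there were 201 spots, where chance would give 480. Counts under the chance number are not read as a pool of candidates. Short-lived transcripts, which should be lost first when transcription stops, had a median of -0.02 (40 genes, camera adjusted p = 0.550), with 0 members past the limma threshold, 0 adjusted over the list alone and 2 at an unadjusted p under 0.05. FOS stood at -0.64, MYC at -0.12 and JUN at 0.13. Immediate early genes had a median of -0.05 (camera adjusted p = 0.646).

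Time gave the most calls, but the numbers in the labels run with time, so time and the order or batch of arrays cannot be told apart. From 5 to 30 min, the zinc finger gene ZXDC (-4.67 log2, SE 0.42), the transcription factor FOXO3 (-3.86, SE 0.84), NSMF, a synapse-to-nucleus messenger (-3.66, SE 0.26), and the chemokine CXCL1 (-3.30, SE 0.38) fell, along with TPD52L1, PARM1, TMEM176B, RAB7B, LBR and PSMB2. THUMPD3 (2.49, SE 0.64), EVA1A (2.31, SE 0.54), NXPE3, EYA2, POLR1D, SLC25A16, N4BP2L2, TFAP4, JSRP1 and DMTN rose. These moved alike in 4 of 4 sets of arrays, except N4BP2L2 in 3. From 5 to 60 min, NRDC (-4.31, SE 1.10), RAB7B (-3.92, SE 0.33), NSMF (-3.90, SE 0.26), ZXDC, HAUS4, TMEM176B, C12ORF57, LBR, DHRS4 and PRPF3 fell, and N4BP2L2 (2.79, SE 0.74), LLGL2, HAUS6, TFAP4, THUMPD3, EYA2, HOXB9, EVA1A, NXPE3 and MLEC rose, in 4 of 4 sets except THUMPD3 and HOXB9 in 3. The rises lay at background level: 10 of 10 named at 30 min and 9 of 10 at 60 min (all but MLEC) had a mean level at or below the brightest last position of a block, and LLGL2 was at exactly 10 on 9 arrays, N4BP2L2 on 7, HAUS6 on 6 and EYA2 on 5. The last positions themselves rose by a median of 1.27 and 1.23 log2, against -0.02 and 0.04 at other spots, so these rises are not separated from a shift of the background. Every named rise or fall is that of a single clone. At 30 min the other clone of ZXDC, RAB7B, THUMPD3, EYA2 and DMTN did not move the same way and 1 of 2 for POLR1D did. At 60 min that of THUMPD3, MLEC, HAUS4 and PRPF3 did, and that of ZXDC, RAB7B, LLGL2 and EYA2 did not. None of these other clones passed in the same direction. Of the genes that fell, 0 of 10 at either time lay at that level, but NSMF, CXCL1 and HAUS4 were at exactly 10 on 5 arrays each and ZXDC, LBR and PSMB2 on 3. Their mean log2 levels were 3.48 to 5.55 at 30 min and 3.85 to 5.85 at 60 min. These means include the higher 5 min arrays, so the level after a fall may still be that of the background.

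The limma counts were 1930 up and 2344 down at 30 min, and 1551 up and 1966 down at 60 min. Median centring gave 3587 and 1224, then 3928 and 1306, and moved the median of all spots to 0.29 and 0.36 log2, and subtracting block medians gave 3225 and 1238, then 2993 and 1141, with medians of 0.22 and 0.24. After quantile normalisation the counts were 1805 and 1648, then 1347 and 1112, after cyclic loess 1408 and 1650, then 1122 and 1147, with the 10th percentile added 2514 and 2291, then 2015 and 1857, and without the dimmest 33.3% of spots 1653 and 1595, then 1240 and 1165, so the balance of rises and falls depends on the setting. Without the set of Block arrays with ActD 2431 spots passed at 30 min, and without the set of Block arrays that lack ActD 2028 passed at 60 min. Ribosomal protein genes were higher at 30 than at 5 min under every scaling tried (0.28 to 0.92 log2). On the main scale their median was 0.64 with 37 genes up and 0 down, 38 and 1 adjusted over the list alone, and RPS6 rose by 0.75 (SE 0.16). The camera adjusted p was 4.47e-09, and adjusted p = 0.908 with an estimated correlation. At 60 min their median was 0.25 (adjusted p = 0.0131, and adjusted p = 0.866 with an estimated correlation), but -0.01 after quantile normalisation and -0.08 after cyclic loess. Of 31 immediate early genes, 9 rose and 6 fell from 5 to 30 min, with the same counts adjusted over the list alone. Among all 6284 genes 1244 rose and 1721 fell by the same test, so the list is not set apart by its number of calls.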

Values the study reported

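The study described nylon membranes with approximately 16 800 clones. It called a transcript co-regulated when its z-fold change exceeded 1.4 in size both without and with actinomycin D. For activity lasting 5 min, it put the share of genes regulated after transcription at fewer than 5%.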

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

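Chosen only after the result was seen were the tests of membrane position and intensity scaling, those on the last positions of blocks, on chance agreement in direction, on brightness at 30 min, and on variation of the ribosomal list between arrays. The tests of overall brightness at 5 and 60 min, of a transcript's own response and of other splits were fixed before.

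Spots past the z-fold threshold in the same direction without and with ActD numbered 103 at 5 min, 72 of them unlisted last positions of blocks. Of the 31 elsewhere, 80.6% had a mean level at or below the brightest last position, a level shared by 3.22% of all spots elsewhere, so a candidate explanation is signal at the level of positions that carry no listed clone. Chance agreement of noisy changes remains open for all spots, where the same direction was 0.880 times as frequent as the opposite one, and for the 31 spots elsewhere, against 29 in opposite directions (ratio 1.07). The simulation with nothing changed gave 149 and 140 spots. In settings that bring in other spots the ratio at 5 min was higher: 2 with the last positions left out and arrays rescaled (114 against 57), 6.78 without the dimmest 33.3% of spots (156 against 23) and 6.49 with the 10th percentile added (253 against 39). This argues against chance agreement as the whole cause for the spots that pass in those settings, while at 30 and 60 min opposite directions were the more frequent ones (ratios of 0.465 and 0.434 without last positions, and 47 against 156 and 15 against 271 without the dimmest spots). A response of transcripts stays possible for those spots at 5 min and was not separated from brightness, weighed next.

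The correlation of both activity changes was positive at 5 min and negative at 60 min. Intensity-dependent scaling is argued against as the whole cause, since rho was 0.232 and -0.300 after cyclic loess. After block medians rho was 0.245 and -0.162, against 0.234 and -0.315 before. Blocks follow the order of spot numbers, and their places on the membrane were not checked, so these values do not decide on membrane position. Overall brightness of the arrays may account for part of both: active arrays were dimmer in both pairs at 5 min (-0.363 and -0.221 log2) and brighter in 1 and dimmer in the other at 60 min (0.404 and -0.357), and the changes followed each clone's dependence on brightness at the other times with signed rank correlations of 0.293 and 0.269. At 30 min the active array was dimmer without ActD and brighter with it (-0.141 and 0.249), which alone would give a negative correlation, but rho was -0.00833 (0.0485 in bright clones), and the signed rank correlations were 0.385 and 0.0738, so brightness alone does not describe every time. A transcript's own response also stays open at 5 min, since a gene's first 2 clones changed alike (0.101, random pairings 0.0413 at their 95th percentile). That likeness was also seen for the difference of both changes at 5 min (0.0702) and at 60 min (0.145), so it is not specific to a response shared without and with ActD.

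The ribosomal protein list was lower with BiC/4AP at 30 min (-0.20 log2). It was -0.18 after cyclic loess, which argues against intensity scaling as the whole cause. After block medians it was -0.22, which does not decide on membrane position for the reason given above. Variation of the whole list between arrays may account for it, since 1 of the 6 ActD pairs differed by at least as much as the mean of 0.214 (the active pair at 5 min, -0.53). For activity over all pairs, 11 of 32 splits gave a camera p as low as the real one (0.000131, lowest other 1.9e-12), so chance is not excluded and arrays differ in this list under other groupings too. A response of ribosomal protein transcripts to activity stays open as untested beyond these pairs.

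For spots at an unadjusted p under 0.05, 11 of 32 splits of activity within pairs gave as many as the real 498 (highest other 1723), and 30 of 32 splits of ActD as many as 201 (highest other 1170), so chance is excluded for neither. The highest counts, several times the real ones, point to a structure of the arrays. Splits were too few for a share under 0.05 in the other activity comparisons: 4 of 4 without ActD (300, highest other 607), 2 of 4 with ActD (434, 563), 8 of 10 for the difference by ActD (283, 931) and 3 of 3 for the change from 5 to 60 min (165, 391). For time, 1 of 35 splits, the real one, gave as many calls at 30 min (4476 without the set block, highest other 1) and at 60 min (3995, highest other 0), which excludes chance but not the batch of arrays.

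In 4 of 20 lists every pair of 1 time moved one way and every pair of another time the opposite way. Random signs can give this pattern too, and the number of lists that chance would give was not worked out, so the count is not read as an excess. Median activity changes without and with ActD were 0.18 and 0.22 at 5 min, -0.0617 and -0.31 at 30 min and -0.34 and -0.0219 at 60 min for postsynaptic genes, of which 6 were measured. For astrocyte markers they were -0.15 and -0.0114, then -0.12 and -0.0106, then 0.0342 and 0.0541. For oligodendrocyte markers they were -0.0503 and -0.0794, then 0.00798 and 0.17, then 0.0799 and 0.20. For predicted targets of miR-485-5p they were -0.0374 and -0.0464, then 0.00507 and 0.0714, then 0.0377 and 0.00052. The difference from 5 to 60 min was tested afterwards with camera and passed for none of them (adjusted p = 0.189 for postsynaptic, astrocyte and miR-485-5p lists, 0.412 for oligodendrocytes), and the difference from 5 to 30 min was not tested.

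Of 699 spots that are not listed and are not last positions, 682 had a mean level above the brightest last position.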

How the results depend on the processing

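Block medians, leaving out last positions, leaving out spots at exactly 10, bright clones and leaving out the 5 min arrays were tried only after the data were seen. No named gene reversed: 1331 values kept their side of the threshold, 69 lost it (18 time effects after cyclic loess and 16 after quantile normalisation, and of the 40 co-regulated genes 16 with the 10th percentile added, 4 after median centring and 3 after block medians), and TMCO1-AS1 gained it. Of the genes named for activity or ActD by limma, DLGAP5 alone had passed on the main scale. For the others, keeping their side means only that they still did not pass, which says little about robustness. A further 219 values are missing because the setting left the clone out. Without the dimmest spots 1 of the 40 co-regulated genes is left, with 5 of the 90 values named for activity or ActD and 1 of the 40 named for time. Of the main counts, correlations and list results, 245 alternatives stayed within their limits. The cause was not tested for the following, except where fewer spots, genes or arrays were used. Co-regulated spots at 5, 30 and 60 min numbered 156, 47 and 15 without the dimmest 33.3%, 62, 50 and 50 at a threshold of 2.0, and 4, 2 and 3 by the plain difference of z-scores, which is a stricter threshold in effect. With the 10th percentile added they numbered 253 at 5 min and 49 at 60 min, on gene means 48 at 30 min and 41 at 60 min, and without last positions 67 at 30 min. The 1 call for activity with ActD became 0 after quantile normalisation, cyclic loess, an added percentile or an intensity trend, with additive terms, on gene means, and without dim spots or last positions, and was 0 to 0 when each pair was left out. The 1 call at 30 min became 0 without dim spots or spots at exactly 10, with an added percentile, block medians, additive terms, an intensity trend or gene means, and ran from 0 to 5 when each pair was left out. The 5 calls came without the 30 min pair with ActD, 3 without the 30 min pair that lacks it. The 1 ActD call became 0 after quantile normalisation, cyclic loess, an added percentile, block medians or an intensity trend, on gene means, and without dim spots or spots at exactly 10, and ran from 0 to 1 when each pair was left out. Time calls at 30 min ran from 2431 (without the set of Block arrays with ActD) to 3735 when each set was left out, and at 60 min from 2028 (without the set of Block arrays that lack ActD) to 2781, with 2269 after cyclic loess. The correlation at 5 min was 0.365 without dim spots, 0.300 with an added percentile, 0.274 without last positions, 0.264 without spots at exactly 10 and 0.451 in bright clones. At 30 min it was -0.0816 after block medians and 0.0485 in bright clones. At 60 min it was -0.285 after quantile normalisation, -0.442 without dim spots, -0.359 with an added percentile, -0.162 after block medians and -0.447 in bright clones. The 1 list called over all pairs became 0 with an estimated correlation, with fry and with the brightest clone of each gene, and ran from 0 to 1 when each pair was left out (0 without the 5 min pair with ActD or the 30 min pair without it). Lists called went from 0 to 1 without the 5 min arrays for activity without ActD. They ran from 0 to 1 when pairs were left out for activity without ActD, its difference by ActD, activity at 5 min and ActD, and in each of these cases the list was the ribosomal proteins. At 5 min that list was -0.27 without the pair that lacks ActD and 0.18 without the pair with it. For ActD, 1 list was called with the brightest clone of each gene and 2, the proteasome (0.10 log2) and chaperones (0.08), without the 5 min arrays. The main tests pair arrays by condition. By replicate number, no paired analysis was possible because the labels give number 1 in every group, so fewer than 2 numbers are shared. Signal over background limits dim clones: last positions had a median of 2.94 to 7.45 against 55.5 to 143 at other spots, and z-folds of spots near that level rest on small differences of intensity.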

Other observations

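The genes and list members named among the brighter spots, the counts of spots at exactly 10 and the comparison of clones of the same gene were chosen after the data were seen. The setting without the dimmest spots was fixed before. With the dimmest 33.3% of spots left out and the SD of the z-fold taken over the spots kept, 156 spots at 5 min passed the z-fold threshold in the same direction and 23 in opposite directions, and at 60 min 15 and 271. Arrays were not rescaled, and the threshold was less strict in log2. The z-folds of MT3 at 5 min were -2.78 and -3.05 in this setting, but -1.43 and -1.70 with all spots, at the same log2 changes. Among the brighter genes lower in active cultures at 5 min, without and with ActD, were MT3 (-0.83 and -0.94 log2), the histone mRNA-binding protein SLBP (-0.79 and -1.03), the iron storage protein FTL (-0.85 and -0.78), the histone variant H2AZ2 (-0.71 and -1.38), and CREM, a transcription factor of the cyclic AMP pathway (-0.66 and -0.85). The neuronal calcium sensor HPCA, INIP and ARMCX2 were lower too, and 96 named genes in total. Higher were the ATP synthase subunit ATP5MK (0.69 and 0.99), the actin gene ACTG1 (0.70 and 0.62), ANKH (0.61 and 0.57), the ribosomal protein RPL38 (0.53 and 0.66) and HNRNPH1, a splicing regulator (0.76 and 0.53), with 31 named genes in total. Of the fixed lists at 5 min, axon growth had 2 of 30 clones lower (CDK5 and TUBB3) and 1 higher (PFN1), the respiratory chain 3 of 81 lower (COX4I1, COX6B1 and NDUFB7) and 1 higher (ATP5MK), and ribosomal proteins 4 of 147 lower (RPL27A, RPL3 and RPL4) and 2 higher (RPL11 and RPL38). Predicted targets of miR-485-5p had 1 of 77 lower (THTPA) and 4 higher, all clones of ACTG1. With lower clones only were astrocyte markers (2 of 14, MT2A and MT3), glycolysis (2 of 36, GAPDH and LDHB), the motif list (3 of 62, DHDDS, SLC39A13 and TUBB3), delayed genes (1 of 7, CREM), neuron markers (1 of 25, HPCA), the proteasome (1 of 49, PSMD9) and targets of miR-326-3p and miR-330-5p (1 of 80, TOMM34), and the other lists had none. At 60 min the lower ones included C12ORF57, CHRNA6, ZNF232, CD40 and ARMCX2, of 14 named genes, and none was higher. None of these genes was tested with replicates, and the brightness of the arrays differed within these pairs as given above.

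Rank correlations of activity changes between times also differed by set. With ActD, rho was 0.304 between 5 and 60 min, -0.136 between 5 and 30 min and -0.0655 between 30 and 60 min. Without ActD it was -0.114, 0.0259 and -0.199 in the same order. In every case rho was positive where the brightness differences given above had the same sign at both times, and negative where their signs differed. A role of ActD was therefore not separated from array brightness.

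A value of exactly 10 was the most frequent intensity on each of the 12 arrays, at 78 to 161 spots per array, where the next most frequent value was shared by 4 to 9 spots. It occurred at 388 spots on at least 1 array, 233 of them last positions of blocks. No intensity was at or below 0, and the lowest was 0.01. It may be a fill-in for values at or below 0, which would set a very dim spot above its true level on some arrays and not on others. With these spots left out, 90, 74 and 67 co-regulated spots were counted at 5, 30 and 60 min.

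Clones of the same gene were compared for 1488 genes with at least 2 clones. The rank correlation of a gene's first 2 clones was 0.149 for mean level, 0.0937 for the activity effect over all pairs and 0.196 for the change from 5 to 30 min. Clones of the same gene thus agreed little even in level. The PREB clone named at 5 min had a mean log2 intensity of 2.42, and another PREB clone 13.83. The value of a single clone therefore need not be that of its gene.

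The arrays analysed here held 9600 spots. That is lower than the number of clones quoted from the study above. Whether the table holds every membrane of the set is not known, so the difference need not lie in the array itself. The share of spots counted at 5 min was 1.07%. That is below the limit quoted from the study above, but the shares differ in kind, since the study counted genes. Of the 103 spots counted here, 72 are unlisted last positions.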
